# Antifungal activity, kinetics and molecular mechanism of action of garlic oil against *Candida albicans*

**DOI:** 10.1038/srep22805

**Published:** 2016-03-07

**Authors:** Wen-Ru Li, Qing-Shan Shi, Huan-Qin Dai, Qing Liang, Xiao-Bao Xie, Xiao-Mo Huang, Guang-Ze Zhao, Li-Xin Zhang

## Abstract

The antifungal activity, kinetics, and molecular mechanism of action of garlic oil against *Candida albicans* were investigated in this study using multiple methods. Using the poisoned food technique, we determined that the minimum inhibitory concentration of garlic oil was 0.35 μg/mL. Observation by transmission electron microscopy indicated that garlic oil could penetrate the cellular membrane of *C. albicans* as well as the membranes of organelles such as the mitochondria, resulting in organelle destruction and ultimately cell death. RNA sequencing analysis showed that garlic oil induced differential expression of critical genes including those involved in oxidation-reduction processes, pathogenesis, and cellular response to drugs and starvation. Moreover, the differentially expressed genes were mainly clustered in 19 KEGG pathways, representing vital cellular processes such as oxidative phosphorylation, the spliceosome, the cell cycle, and protein processing in the endoplasmic reticulum. In addition, four upregulated proteins selected after two-dimensional fluorescence difference in gel electrophoresis (2D-DIGE) analysis were identified with high probability by mass spectrometry as putative cytoplasmic adenylate kinase, pyruvate decarboxylase, hexokinase, and heat shock proteins. This is suggestive of a *C. albicans* stress responses to garlic oil treatment. On the other hand, a large number of proteins were downregulated, leading to significant disruption of the normal metabolism and physical functions of *C. albicans*.

Currently, disseminated invasive candidiasis has an estimated mortality rate of 40%, even with the use of antifungal drugs^1^. *Candida albicans* is the primary cause of candidiasis and is the fourth most common cause of nosocomial infection^2^. *C. albicans* is an opportunistic pathogen of humans and an endogenous member of the human microbiota. In the past two decades, infections caused by *C. albicans* have increased significantly^3^. A characteristic feature of *C. albicans* is its ability to grow either as unicellular budding yeast or in filamentous form^1^. Moreover, *C. albicans* growing on medical implants, such as blood and urinary catheters or heart valves, frequently self-organizes into biofilms composed of a dense network of yeasts, hyphae, pseudohyphae and a self-produced matrix of extracellular polymeric material^4^,^5^,^6^. *C. albicans* biofilms are resistant to a variety of antifungal drugs, making conventional antifungal agents ineffective for the treatment of *C. albicans* infections^7^. For example, *C. albicans* cells in biofilms are 100 times or more resistant to fluconazole and 20 times or more resistant to amphotericin B than those in the planktonic form^8^. Besides being pathogenic, *C. albicans* also provides an excellent eukaryotic model system to explore the antifungal mechanisms of potent drugs^9^.

Garlic is a common food that has been widely used in traditional medicine for thousands of years^10^. Garlic oil, which is extracted from garlic, has been shown to have effective antifungal and anti-inflammatory activities^11^,^12^,^13^,^14^,^15^. Diallyl trisulfide (DTS) and diallyl disulfide (DDS) are the most abundant volatile sulfur-containing compounds in garlic oil^16^,^17^. Our experiments showed that garlic oil had excellent antifungal activity against *C. albicans*. Therefore, the antifungal activity, kinetics, and molecular mechanism of action of garlic oil against *C. albicans* ATCC 10231 were studied using multiple techniques. Our study provided new knowledge regarding the antifungal effect of garlic oil.

## Results

### The antifungal activity of garlic oil against *C. albicans*

In order to determine the antifungal activity of garlic oil, *C. albicans* cells were treated with different concentrations of garlic oil by poisoned food technique. The experimental results are shown in Fig. 1. After one day of incubation, the control petri dishes were covered with white colonies, whereas no colonies were observed in the other five experimental groups exposed to garlic oil. However, after seven days of incubation, the petri dishes of the control group, as well as the 0.04, 0.09, and 0.17 μg/mL garlic oil groups were fully covered with white colonies of *C. albicans*. Moreover, the colonies observed in the 0.04, 0.09, and 0.17 μg/mL garlic oil petri dishes were all covered with white colonies despite having more than a three-day delay in their growth compared to the control. No colonies were identified on the 0.35 μg/mL and beyond garlic oil-treated petri dishes during the seven-day incubation. Therefore, the minimum inhibitory concentration (MIC) of garlic oil against *C. albicans* was determined to be 0.35 μg/mL.

### Fungicidal kinetics of garlic oil against *C. albicans*

The fungicidal kinetic curves of garlic oil against *C. albicans* are shown in Fig. 2. The quantities of the surviving cells in all experimental groups were calculated based on the numbers of fungal colonies that grew on the petri dishes. The initial cell concentration in every experimental group was 10^5^ colony-forming units (CFU)/mL. The fungicidal kinetic curves showed that *C. albicans* in the control group grew to exponential phase after a 3-h lag phase and reached the stabilization phase after incubation for 12 h. In contrast, a 24-h growth delay and a slight decline in the number of surviving cells were determined in the 0.04 and 0.09 μg/mL garlic oil groups. The cells reached exponential phase and stabilization phase after incubation for 24 h and 48 h, respectively. More than 90% of cells were killed after treatment for 24 h in the 0.17 and 0.35 μg/mL garlic oil groups, and after 9 h in the 0.69, 1.39 and 2.77 μg/mL garlic oil groups. A small number of persistent cells began to grow again gradually after 2 or 3 days of incubation. In addition, a trend was observed that with increasing concentrations of garlic oil, the rate of cell killing and the duration of growth lag phase increased correspondingly. These data indicated that garlic oil had a time- and dose-dependent antifungal effect against *C. albicans*.

### The internal morphology of *C. albicans* observed by transmission electron microscopy (TEM)

The photographs of the internal morphology of garlic oil-treated *C. albicans* cells observed by TEM are shown in Fig. 3. The regular internal structure of *C. albicans* can be observed in the cells of the control treatment (Fig. 3A,B). The cellular organelles, such as the cellular wall, plasma membrane, mitochondria, endoplasmic reticulum, nucleus and vacuole, were all clearly visible. In contrast, dramatic changes were observed in the *C. albicans* cells treated for 2 h with 1.39 μg/mL garlic oil. Some cellular organelles were severely damaged, such as vacuoles, mitochondria, and storage granules. The nucleus and cellular wall showed no apparent damage except for the destroyed bud scar (Fig. 3C,D).

### RNA sequencing results of *C. albicans* after exposure to garlic oil

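The RNA sequencing compared 1 library of control C. albicans cells with 1 library of cells exposed to 1.39 μg/mL garlic oil. Both cultures were grown at 28 °C for 12 h before garlic oil or PBS buffer was added, and were then incubated for 5 h. The authors filtered the reads, aligned them with TopHat, which was allowed 2 mismatches and a gap of 2 bp, and deposited for each gene its length, the number of reads counted on it and its RPKM, in which the reads are divided by the length of the gene and by the mapped reads of the library. The same 5752 genes were listed for both libraries, with lengths from 26 to 9159 bp and a median of 1200 bp. A total of 6363866 reads were counted on genes in the control library and 2535005 in the garlic oil library, so that the control had 2.51 times as many counted reads. Depth here means these counted reads, since the numbers of reads sequenced were not used. The median gene had 269 reads in the control and 48 reads in the garlic oil library. No read was counted on 102 genes in the control and on 107 genes after garlic oil treatment, and fewer than 10 reads were counted on 344 and 1009 genes, respectively. A share supported by 3 reads, taken as the smallest that could be shown, was 0.471 RPM (reads per 1000000 reads counted) in the control and 1.18 RPM in the garlic oil library. These limits and all confidence intervals cover counting error only. The RPKM values were checked against the counts, and for every gene with reads they equalled, within rounding, the count divided by the length and by the total of that library's own counts, without any further scaling between the libraries. Each gene was compared as the log2 ratio of (RPKM + 1) in the garlic oil group to that in the control group, which understates the change of weakly expressed genes. The comparison covered the 5672 genes with an RPKM of at least 1 in either library. With 1 library per condition, the difference between the groups had no replicate check, and tests on the reads compared these 2 libraries, not the 2 conditions. The genes were listed by identifiers with the prefix CAWG, without gene names, functions or genome coordinates.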

The RNA sequencing results revealed that a large number of genes in *C. albicans* were differentially expressed after garlic oil treatment. The volcano plots of the differentially expressed genes (Fig. S-1) demonstrated that nearly three thousand genes were differentially expressed, with either an increase or decrease of more than two-fold (the spots marked in red). 

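On log2(RPKM + 1), 3615 of the 5672 genes compared changed more than 2-fold between the libraries, and 2057 genes stayed within 2-fold. A change of more than 4-fold was found for 1353 downregulated and 420 upregulated genes, and a change of more than 8-fold for 443 and 181 genes, respectively. Reads were also drawn 100 times with the same expression in both libraries at their own depths, and counting error alone then placed 61.4 genes past the 2-fold threshold on average, with a range from 46 to 86. Fisher's exact test on the reads of each gene (two-sided, Benjamini-Hochberg adjustment) gave an adjusted p-value below 0.05 for 4745 genes. Of these, 3534 also changed more than 2-fold, 1211 did not, and 81 genes past the 2-fold threshold did not reach that adjusted p-value. The authors used DEGseq software for the statistical analysis. A random sampling model of the kind used in DEGseq, applied to the 5558 compared genes with reads in both libraries, gave 4799 genes at the same threshold. Centring the ratios on the median gene left 2967 genes changed more than 2-fold. Of the genes with an RPKM of at least 10 in either library, CAWG_00820, a gene of 981 bp, rose most. It had 27 reads in the control, or 4.24 RPM (95% Wilson confidence interval from 2.92 to 6.17), and 2187 reads after garlic oil treatment, or 863 RPM (from 827 to 900), a log2 ratio of 7.37. CAWG_01172, a gene of 1638 bp, followed, with 92 and 5124 reads and a log2 ratio of 6.97. The largest decrease was that of CAWG_02486, a gene of 588 bp, from 7097 reads, or 1115 RPM (from 1090 to 1141), to 26 reads, or 10.3 RPM (from 7.0 to 15.0), a log2 ratio of -6.68. CAWG_05859, a gene of 366 bp, decreased from 2598 to 11 reads, a log2 ratio of -6.44.

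**Figure D1:**
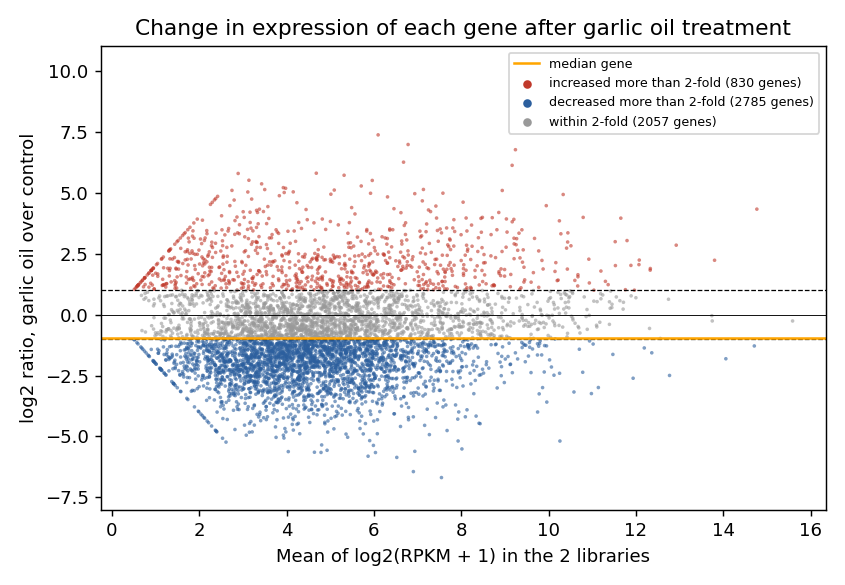
Log2 ratio of (RPKM + 1) in the garlic oil group to the control group (vertical axis) against the mean of log2(RPKM + 1) in both libraries (horizontal axis), with one point for each of the 5672 genes compared. Dashed lines mark a 2-fold change, the orange line marks the median gene at -0.97, and 2785 genes lie below the lower dashed line against 830 above the upper one.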

Most genes were downregulated (left side of the y-axis), while a small fraction was upregulated (right side of the y-axis).

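Of the 3615 genes changed more than 2-fold, 2785 (77.0%) were downregulated and 830 (23.0%) were upregulated after garlic oil treatment. Counting any change on log2(RPKM + 1), 4050 genes were lower and 1622 genes were higher in the garlic oil library. The median log2 ratio was -0.97, and the middle 50% of the genes lay between -1.95 and 0.22. The median RPKM over the 5752 listed genes was 32.7 in the control and 15.6 in the garlic oil library. Among the 4745 genes with an adjusted p-value below 0.05 in Fisher's exact test on reads, 3521 were lower and 1224 were higher in the garlic oil library. The 830 upregulated genes held 8.77% of the control reads and 51.0% of the garlic oil reads, and the 2785 downregulated genes held 55.4% and 14.0%. The RPKM values are relative to the total reads of each library, and the share of downregulated genes moved with the scaling. With the ratios centred on the median gene, which draws this share toward 50% by construction, 1383 genes were downregulated and 1584 were upregulated, so that 46.6% of the changed genes were downregulated. After centring by a trimmed mean of log ratios, which draws the share toward 50% in the same way, 1447 genes were downregulated and 1528 were upregulated, a share of 48.6%. Both centrings were made after the pseudocount was added, which favours increases among weakly expressed genes. With each library scaled to its upper quartile, the share was 53.7%. With the control reads thinned at random to 2537291, close to the depth of the garlic oil library, the share was 76.7%.

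**Figure D2:**
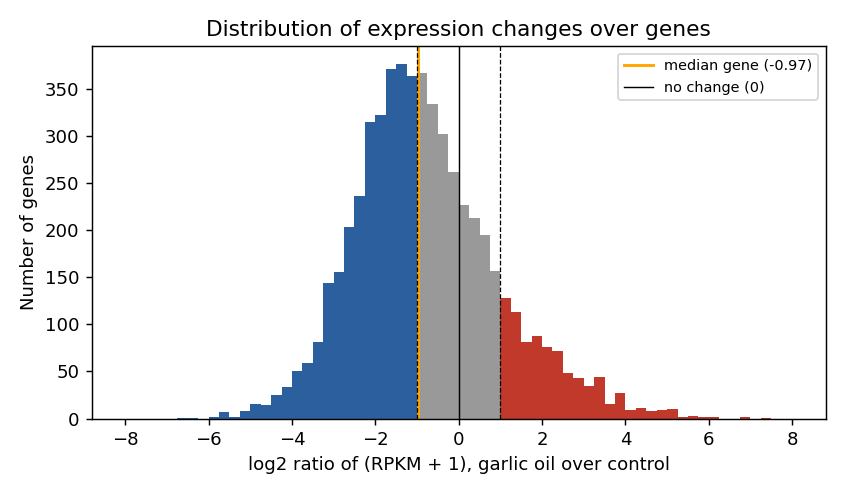
Number of genes (vertical axis) by log2 ratio of (RPKM + 1) in the garlic oil group to the control group (horizontal axis), over the 5672 genes compared. Blue bars are genes decreased more than 2-fold, red bars genes increased more than 2-fold and grey bars the rest. The median gene, at -0.97, lies close to the dashed line for a 2-fold decrease.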

To investigate changes in the patterns of gene expression of *C. albicans* after garlic oil treatment, the percentage of genes in each GO category was analyzed. 

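The authors submitted their differentially expressed genes to the enrichment analysis. In the re-analysis of the same values, which did not use the authors' own list, a list made with the 2-fold threshold alone held 3615 genes, or 63.7% of the 5672 genes compared, with 49.1% downregulated and 14.6% upregulated. With an adjusted p-value below 0.05 in Fisher's exact test on reads required as well, such a list held 3534 genes, of which 2743 were downregulated and 791 upregulated. With the ratios centred on the median gene and the test made on totals scaled in the same way, it held 2867 genes, of which 1338 were downregulated and 1529 upregulated. The identifiers of the genes were not paired with names or GO terms, so the members of each GO term were not counted here. The hypergeometric test of WebGestalt compares the number of listed genes in a category with the number in a reference set.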

The GO categories significantly enriched (*q* < 0.05) among those differentially expressed genes are shown in Fig. 4. Within the biological process category, 16 terms were enriched in differentially expressed genes. Among them, cellular response to drugs, oxidation-reduction processes, pathogenesis, and cellular response to starvation were significantly enriched. The ATP-binding, zinc-ion-binding and DNA-binding terms were significantly enriched in the molecular function category. Membrane-integrated, nucleus, plasma membrane, cytoplasm, ribosome, and cell surface terms were significantly enriched in the cellular component category.

To further understand the biological functions of the differentially expressed genes, KEGG analysis was performed to classify the functions of the identified genes. The differentially expressed genes were mapped to 19 pathways in the KEGG database, as shown in Table S-1. These 19 KEGG pathways were all essential to the survival and reproduction of *C. albicans*, including oxidative phosphorylation, spliceosome, cell cycle, protein processing in the endoplasmic reticulum, pyrimidine metabolism, meiosis, RNA transport, ribosome biogenesis, RNA degradation, proteasome, the mRNA surveillance pathway, nucleotide excision repair, basal transcription factors, DNA replication, RNA polymerase, various types of N-glycan biosynthesis, protein export and the MAPK signaling pathway.

### 2D-DIGE proteomic results of *C. albicans* exposed to garlic oil

A photo of the 2D-DIGE analysis gel is shown in Fig. 5. A merged image of protein samples of pool (Cy2−), control (Cy3−) and 1.39 μg/mL garlic oil groups (Cy5−) labeled by blue, green and red fluorescence, respectively, is shown in Fig. 5. Comparison of the proteome of *C. albicans* treated with garlic oil and that of the control treatment, suggested that most differentially expressed proteins were downregulated, while only a small number of proteins were upregulated. Four upregulated proteins and five downregulated proteins were selected for mass spectrometry (MS) analysis. The four upregulated proteins were identified with high probability as putative cytoplasmic adenylate kinase (5.13-fold upregulation), pyruvate decarboxylase (4.41-fold upregulation), hexokinase (3.19-fold upregulation), and heat shock protein Ssc1 (3.13-fold upregulation). The five downregulated proteins were identified with high probability as hypothetical proteins CaO19.11218, CaO19.2924, CaO19.1102, CaO19.3622, and CaO19.4311. Details of the nine identified proteins are shown in Table 1.

## Discussion

The results of antifungal activity measurement by the poisoned food technique demonstrated an MIC of garlic oil against *C. albicans* of 0.35 μg/mL. Compared to our previous study, this study indicated that garlic oil has stronger antifungal activity against *C. albicans* than *Penicillium funiculosum*, against which the garlic oil has an MIC of 0.69 μg/mL^17^. The antifungal kinetic curves of garlic oil against *C. albicans* indicated that garlic oil has a time- and dose-dependent antifungal effect. Due to the gradual evaporation and consumption of garlic oil in broth cultures, a small number of persistent *C. albicans* cells were able to grow after an initial lag phase, the duration of which was correlated to the initial garlic oil concentration.

Essential oils can penetrate the plasma membrane because of their lipophilic characteristic^18^,^19^. TEM observation showed that some organelles, such as the mitochondria and vacuoles, were damaged in C. albicans cells after garlic oil treatment. These observations were consistent with the damages observed in *P. funiculosum* mycelia treated with garlic oil^17^ and *Aspergillus niger* treated with citronella oil^20^, and indicated that garlic oil could penetrate the membranes of organelles such as the mitochondria.

The volcano plots showed that nearly three thousand genes were differentially expressed, and most of them were downregulated. The gene expression of *C. albicans* was severely altered by garlic oil treatment. 

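Across the 5672 genes compared, the RPKM values of the control and the garlic oil library had a Spearman rank correlation of 0.69, which is a correlation across genes and not across replicates. The 2057 genes that stayed within 2-fold held 35.8% of the control reads and 35.0% of the garlic oil reads. The 20 genes with the most reads took 29.6% of the reads in the control and 34.2% after garlic oil treatment, and the 100 genes with the most reads took 44.9% and 55.9%. The gene with the most reads in the control, of 1308 bp, decreased from 5.47% to 2.24% of the reads. The gene with the most reads after garlic oil treatment, of 642 bp, rose from 25455 reads, or 0.400% of the control reads (95% Wilson confidence interval from 0.395% to 0.405%), to 203024 reads, or 8.01% of the garlic oil reads (from 7.98% to 8.04%). Because each condition had 1 library, variation between cultures was not measured. The paper states that gene expression was severely altered by garlic oil treatment.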

GO analysis demonstrated that over 200 differentially expressed genes were enriched in the GO term of cellular response to drugs. Thus, *C. albicans* cells engaged in drug response following treatment with garlic oil. This observation is consistent with the high antifungal activity of garlic oil against *C. albicans*. Nearly two hundred differentially expressed genes were involved in the oxidation-reduction processes. This result suggests that the oxidation-reduction process was severely disrupted by garlic oil treatment. Oxidation-reduction processes are ubiquitous and essential to *in vivo* biochemical processes with regulatory functions critical for cell signal transduction and gene transcription. The disruption of oxidation-reduction processes is fatal to cells. Most of the differentially expressed genes related to pathogenesis were downregulated, and a small portion was upregulated. This indicates that garlic oil caused downregulation of pathogenicity-related genes, and in turn could reduce the virulence and pathogenicity of *C. albicans*. The significantly enriched GO term associated with cellular response to starvation suggests that the normal metabolic activity of *C. albicans* cells was also disrupted. Similarly, the significant enrichment of GO terms in the molecular function category indicates that the expression levels of ATP-binding, zinc-ion-binding, and DNA-binding genes were significantly changed. The notably enriched terms in the cellular component category suggest that nearly all cellular components were affected including the nucleus, plasma membrane, cytoplasm, ribosomes, and the cell surface.

The differentially expressed genes were primarily clustered in 19 KEGG pathways. The most significant KEGG pathway identified was associated with oxidative phosphorylation. Oxidative phosphorylation is an important biochemical process in the cell. It is the final metabolic pathway of cellular respiration and a key step required for ATP generation, and occurs in the inner membrane of the mitochondria of eukaryotic cells. Consistent with the finding using KEGG analysis, we observed severe mitochondrial damages in garlic oil-treated *C. albicans* cells. These results indicated that oxidative phosphorylation occurring in the inner membrane of the mitochondria was severely disrupted. The second KEGG pathway identified was associated with spliceosomes. RNA splicing is a very important biological process of gene expression in eukaryotic cells, and protein synthesis is critically dependent upon spliceosome activity. Gene transcripts must undergo RNA splicing in order to become mature mRNA containing appropriate protein coding information, and therefore, RNA splicing is vital for gene expression. Disruption of this pathway indicates that *C. albicans* gene expression was severely affected by garlic oil treatment. Given the effects on this spliceosome pathway, it is not surprising that so many other KEGG pathways were also affected by garlic oil treatment including the cell cycle, protein processing in the endoplasmic reticulum, pyrimidine metabolism, meiosis, RNA transport, ribosome biogenesis, RNA degradation, proteasome functions, the mRNA surveillance pathway, nucleotide excision repair, basal transcription factors, DNA replication, RNA polymerase activity, various types of N-glycan biosynthesis, protein export, and the MAPK signaling pathway. The KEGG pathways of the cell cycle, meiosis, and DNA replication are all closely related to cell reproduction, whereas the pathways for RNA transport, RNA degradation, mRNA surveillance, and RNA polymerase are all responsible for gene expression. Protein processing in the endoplasmic reticulum, ribosome biogenesis in eukaryotes, nucleotide excision repair, and protein export are important KEGG pathways in the regulation of protein synthesis. Additionally, the N-glycan biosynthesis pathways are responsible for glycan biosynthesis. Therefore, almost all of the critical physiological and metabolic processes of *C. albicans* were severely impacted by garlic oil treatment.

The 2D-DIGE results showed the upregulation of putative cytoplasmic adenylate kinase, pyruvate decarboxylase, hexokinase and heat shock protein Ssc1. The putative cytoplasmic adenylate kinase belongs to the adenylate kinase family, and adenylate kinase catalyzes the reversible transfer of the terminal phosphate group between adenosine triphosphate (ATP) and adenosine monophosphate (AMP)^21^,^22^,^23^,^24^. It also plays an important role in cellular energy homeostasis and in the metabolism of adenine nucleotides. Adenylate kinase activity is critical for the regulation of the phosphate utilization and AMP *de novo* biosynthesis pathways^21^,^22^,^23^,^24^. KEGG pathway analysis by RNA sequencing demonstrated that the energy balance in the cells was altered due to the disruption in cellular oxidative phosphorylation. Consistent with the RNA sequencing results, the 2D-DIGE analysis indicates with high probability that cytoplasmic adenylate kinase upregulation may be required to maintain energy homeostasis in the cell.

Pyruvate decarboxylase is a thiamin diphosphate-dependent enzyme within the glycolytic pathway in fermenting cells. It catalyzes the non-oxidative conversion of pyruvate to acetaldehyde and carbon dioxide^25^. Pyruvate decarboxylase and pyruvate dehydrogenase utilize pyruvate as a substrate to produce either ethanol or initiate the citric acid (TCA) cycle. Under anaerobic conditions, the concentration of pyruvate is elevated by glycolysis, and pyruvate decarboxylase catalyzes the generation of ethanol from pyruvate. Under aerobic condition, the concentration of pyruvate is reduced, and pyruvate dehydrogenase catalyzes the generation of acetyl-CoA from pyruvate for subsequent initiation of the TCA cycle^25^. The upregulation of pyruvate decarboxylase shown in the proteomic analysis suggests the presence of anaerobic conditions in the cellular metabolic process. The highly probable elevation of putative cytoplasmic adenylate kinase and pyruvate decarboxylase detected by 2D-DIGE analysis were both consistent with severely disturbed oxidative phosphorylation and cellular respiration pathways revealed by KEGG analysis of RNA sequencing results.

Hexokinase is an intracellular enzyme that catalyzes phosphorylation of glucose, mannose, and fructose into the corresponding hexose 6-phosphates, which could then be broken down into pyruvate by mean of glycolysis, or utilized for various biosynthesis reactions^26^. Upregulation of hexokinase might result from the need for increased glycolysis to supply energy in *C. albicans* cells treated with garlic oil. This is also consistent with the severe oxidative phosphorylation and cellular energy balance disturbances indicated by the KEGG analysis.

The dramatic upregulation of the heat shock proteins is a key part of the heat shock response, induced primarily by heat shock factors^27^. Production of high levels of heat shock proteins may also be triggered by exposure to different types of environmental stress conditions such as cellular exposure to toxins, starvation, hypoxia, or water deprivation^28^. Therefore, heat shock proteins are also referred to as stress proteins, and their upregulation is often described more generally as part of the stress response. The significant upregulation of heat shock protein Ssc1 might be associated with the stress response of *C. albicans* cells as a result of exposure to garlic oil. The GO analysis of the RNA sequencing also demonstrated some degree of cellular response in *C. albicans* similar to that observed in cellular responses to drugs and starvation. Therefore, the results of 2D-DIGE were consistent with that of RNA sequencing.

In conclusion, garlic oil exhibited strong antifungal activity against *C. albicans*, and its MIC was 0.35 μg/mL. Moreover, garlic oil had a time- and dose-dependent antifungal effect on *C. albicans* cells. Garlic oil could penetrate not only the cellular membrane, but also the membranes of organelles such as the mitochondria, resulting in damaged organelles and cell death. In addition, garlic oil treatment induced differential expression of several critical genes including those involved in the cellular drug response, oxidation-reduction processes, pathogenesis, and the cellular starvation response. Moreover, the differentially expressed genes were mainly clustered in 19 KEGG pathways associated with oxidative phosphorylation, spliceosome, cell cycle, protein processing in endoplasmic reticulum, pyrimidine metabolism, meiosis, RNA transport, ribosome biogenesis, and RNA degradation. In addition, four of the upregulated proteins were identified by MS as highly probable for putative cytoplasmic adenylate kinase, pyruvate decarboxylase, hexokinase, and heat shock proteins. These results suggest that anaerobic metabolic processes are involved in some of the responses observed in *C. albicans* cells following garlic oil treatment. Many proteins were downregulated, resulting in significant disruptions of the normal cellular metabolism and physical functions of *C. albicans*.

## Materials and Methods

### Chemical reagents, microorganisms, media, and culture condition

Garlic oil was purchased from Guangzhou Baihua Flavours and Fragrances Company Ltd (Guangzhou, China). The garlic oil was pure with a density of 1.108 g/mL. *C. albicans* strain ATCC 10231 was purchased from the American Type Culture Collection (ATCC) and maintained in our laboratory before experiments. Sabouraud dextrose broth (SDB) medium (purchased from Guangzhou Huankai Microbial Sci. and Tech. Co., Ltd, Guangzhou, China) used for *C. albicans* aerobic cultivation at 28 °C with shaking at 150 rpm contained the following (per liter): 10 g of peptone, 40 g of dextrose, final pH 5.6 ± 0.2. Sabouraud dextrose agar (SDA) medium was prepared by adding 1.5% agar to SDB medium. All solvents and reagents were of analytical grade.

### Measurements of antifungal activity of garlic oil against *C. albicans*

Antifungal activity was measured using the poisoned food technique as described in our previous study^20^ with slight modification. The experimental concentrations of garlic oil were 0 (as control), 0.04, 0.09, 0.17, 0.35 and 0.69 μg/mL. Every SDA plate was inoculated with approximately 10^5^ CFU of *C. albicans*. The plates were sealed with parafilm and incubated at 28 °C in an incubator for 7 days. The MIC of garlic oil against *C. albicans* was determined as the lowest concentration at which no visible growth was observed during the 7 day incubation period. The experiment was carried out in triplicate.

### Fungicidal kinetics of garlic oil against *C. albicans*

The fungicidal kinetics of garlic oil against *C. albicans* was determined as described in our previous study^20^. The experimental concentrations of garlic oil in SDB medium were 0 (as control), 0.04, 0.09, 0.17, 0.35, 0.69, 1.39 and 2.77 μg/mL. The concentrations of *C. albicans* cells in SDB medium were all approximately 10^5^ CFU/mL. Fungicidal kinetics curves were plotted based on the total number of living cells per milliliter, with the number of living cells in log scale on the ordinate and the processing time on the abscissa. The experiment was carried out in triplicate.

### TEM observation of the internal morphology of planktonic *C. albicans* cells exposed to garlic oil

The experimental methods used to evaluate the antifungal effect of garlic oil on *C. albicans* cells were the same as those described in our previous study^29^. The experimental concentrations of garlic oil were 0 (as control) and 1.39 μg/mL. After treatment for 2 h, the cells were sampled and prepared as ultrathin sections, which were observed under a TEM (Hitachi H-7650). The experiment was carried out in triplicate.

### RNA-seq, bioinformatics analysis, and accession numbers

Two separate 50 mL cultures containing SDB medium and *C. albicans* cells were added to two conical flasks. The initial cell concentrations in the cultures were both 10^5 ^CFU/mL. The cultures were incubated in a water bath shaker at 28 °C with shaking at 150 rpm for 12 h. Garlic oil or PBS buffer were then added to the cultures to achieve 0 (control) or 1.39 μg/mL of garlic oil. The cultures were continuously incubated at the same conditions for 5 h. The cells were then sampled and centrifuged. The cell precipitates in the control and the 1.39 μg/mL garlic oil groups were snap frozen at −80 °C separately.

Total RNA was isolated from cells using Trizol (Life Technologies, USA) according to the manufacturer’s protocol. RNA purity was assessed using an ND-1000 NanoDrop. Each RNA sample had an A260: A280 ratio between 1.8 and 2.0. RNA integrity was evaluated using the Agilent 2200 Tape Station (Agilent Technologies, USA), and each sample had an RNA integrity number above 7.0. In brief, mRNAs were isolated from total RNA and fragmented to approximately 200 bps. Subsequently, the collected mRNAs were subjected to first strand and second strand cDNA synthesis, followed by adaptor ligation and low-cycle enrichment according to the instructions of TruSeq RNA LT/HT Sample Prep Kit (Illumina, USA).

The purified library products were evaluated using the Agilent 2200 Tape Station and Qubit 2.0 (Life Technologies, USA). RNA sequencing was performed at Guangzhou RiboBio Co., Ltd. on an Illumina HiSeq 2500. Prior to sequencing, the raw data were filtered to produce high-quality clean data. All the subsequent analyses were performed using the clean data. RNA sequencing data are available in the Gene Expression Omnibus (GEO) database under the accession numbers GSE70524.

The reference genome and gene model annotation files were downloaded directly from the NCBI library. The clean reads were aligned to the reference genome using TopHat (Broad Institute, Cambridge, MA, USA). During read alignment, a maximum of two mismatches and a gap length of 2 bps were allowed. The functional annotations of genetic variants were generated using ANNOVAR^30^. Read alignments were processed by Cufflinks software package^31^ to determine the differential expression of genes. Gene expression values were quantified as reads per kilobase of transcript per million mapped reads (RPKM). Statistical analysis of the differentially expressed genes was performed using DEGseq software.

To better understand the functional implications and the metabolic pathways of the differentially expressed genes, the web-based gene set analysis toolkit WebGestalt^32^,^33^ was employed to retrieve the gene ontology (GO) categories and KEGG pathways associated with the differentially expressed genes. WebGestalt used a hypergeometric test to calculate the *p*-values to evaluate the statistical significance of enrichment within a category by comparing the occurrence of genes in the input against that of the reference database. Then, the *p*-values were adjusted for the multiple tests performed using the Benjamini and Hochberg method^34^. For comparison, the GO categories and KEGG pathways of the differentially expressed genes were also obtained.

### 2D-DIGE proteomic analysis for planktonic *C. albicans* cells exposed to garlic oil

Two separate 100 mL cultures containing SDB medium, *C. albicans* cells and garlic oil were added to conical flasks. The initial cell concentrations in culture were both 10^6 ^CFU/mL, and the concentrations of garlic oil were 0 (control) and 1.39 μg/mL. The cultures were then incubated in a water bath shaker at 28 °C with shaking at 150 rpm for 2 h. The cells were then sampled and centrifuged. The cell precipitates in the control and 1.39 μg/mL garlic oil groups were snap frozen at −80 °C separately.

Cell pellets were successively re-suspended in chilled distilled water and in lysis buffer [7 M urea, 2 M thiourea, 4% CHAPS buffer, 30 mM Tris/HCl (pH 6.8)]. Glass beads and 1 mM PMSF were added to the cell suspension. Then, the mixture was vortexed and subjected to ultrasound. The cell extract was centrifuged and the supernatant was kept as a crude protein sample. The protein samples were purified by precipitation using a 2-D Clean-up kit (GE Healthcare) following the procedure recommended by the manufacturer. The protein concentration was determined via a copper iron assay using a 2-D Quant kit (GE Healthcare)^35^.

2D-DIGE was performed at the Center for Proteomics of the School for Basic Medical Science at Sun Yat-Sen University. Two 2D-analysis gels and two preparative gels were prepared, in which proteins were labeled with CyDye (GE Healthcare). Three fluorescent dyes, Cy2, Cy3 and Cy5, were used to label the samples using a chemical coupling method^36^. The immobilized DryStrip (pH 3–10, GE Healthcare) was embedded in 0.5% (w/v) agarose on top of 12.5% acrylamide gel after rehydration and equilibration. Four gels were performed simultaneously on an Ettan DALTsix electrophoresis system (GE Healthcare). The Cy2 (pool sample)-, Cy3 (control sample)- and Cy5 (1.39 μg/mL garlic oil-treated sample)-labelled proteins of the analysis gels were imaged individually using a DIGE-enabled Typhoon imager 9400 (GE Healthcare). The preparative gels were stained with a Deep Purple total protein stain (GE Healthcare) according to the manufacturer’s instructions^35^.

DeCyder software (GE Healthcare) was used to detect and quantify fluorescence intensity in images. We selected protein spots whose mean expression ratios were greater or less with at least 3-fold. The proteins of interest were excised robotically by an Ettan spot handling workstation (GE Healthcare) for subsequent MS and database interrogation. Peptide mass fingerprinting was carried out by MALDI-TOF-MS (Ettan, GE Healthcare). Proteins identified by peptide mass fingerprinting were interrogated using the MASCOT search engine^35^. The following parameters were used in the MASCOT database query: Peptide Mass Fingerprint (Type of search), Trypsin (Enzyme), Carbamidomethyl (C) (Fixed modifications), Oxidation (M) (Variable modifications), Monoisotopic (Mass values), Unrestricted (Protein Mass), ± 100 ppm (Peptide mass tolerance), 1 (Max missed cleavages).

## Additional Information

**How to cite this article**: Li, W.-R. *et al.* Antifungal activity, kinetics and molecular mechanism of action of garlic oil against *Candida albicans*. *Sci. Rep.* **6**, 22805; doi: 10.1038/srep22805 (2016).

## Figures and Tables

**Figure 1:**
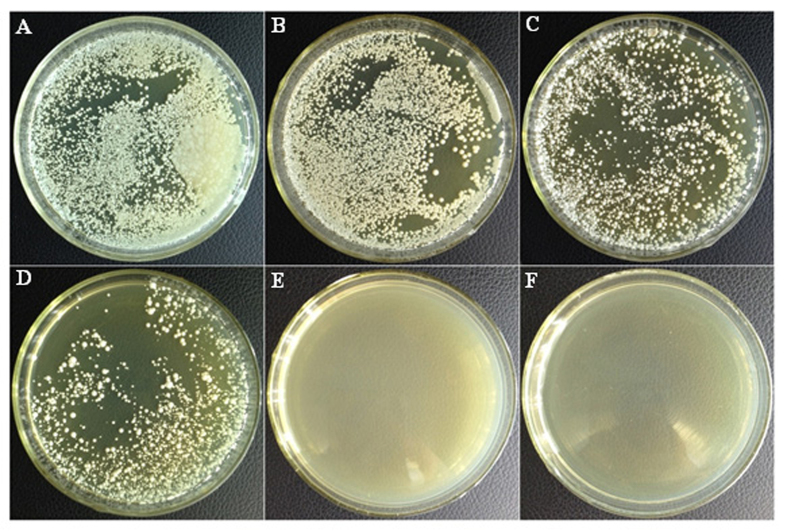
Petri dish photos of antifungal activity assay of garlic oil with different concentrations (μg/mL) against *C. albicans* in 7-day incubation using the poisoned food technique. (**A**) Control, (**B**) 0.04, (**C**) 0.09, (**D**) 0.17, (**E**) 0.35, (**F**) 0.69.

**Figure 2:**
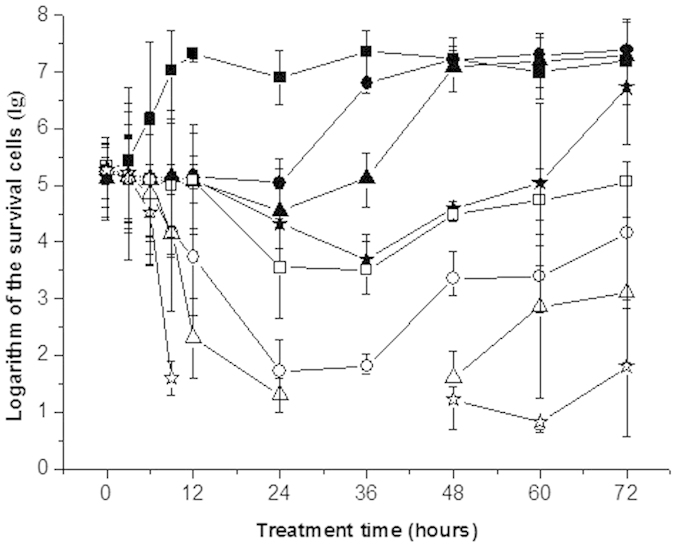
Logarithmic fungicidal kinetic curves of garlic oil against *C. albicans*. The concentrations (μg/mL) of garlic oil were 0 (▄), 0.04 (●), 0.09 (▲), 0.17 (★), 0.35 (◻), 0.69 (○), 1.39 (△) and 2.77 (✰).

**Figure 3:**
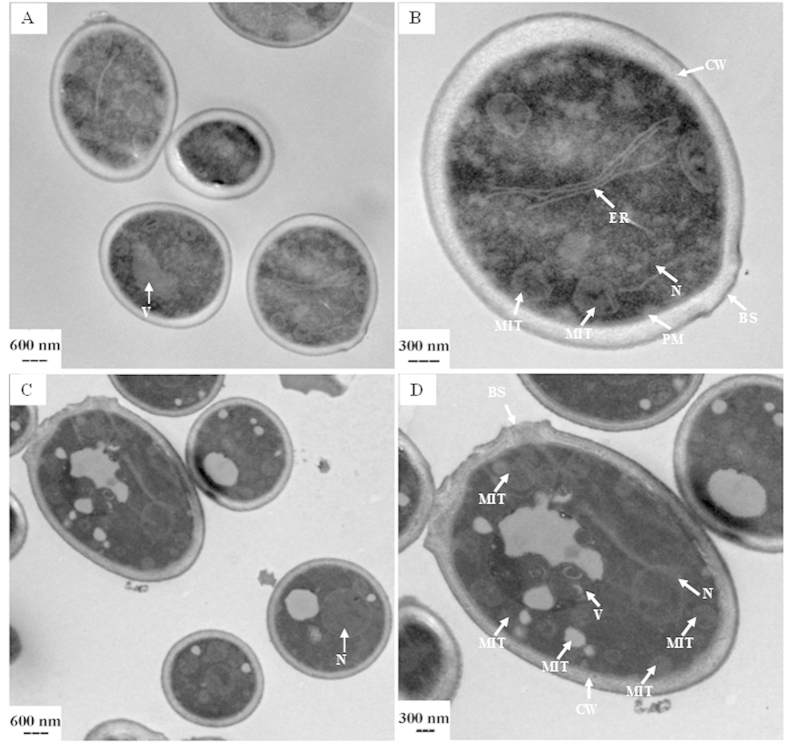
Internal morphological changes of *C. albicans* observed by TEM. (**A**,**B**) control; (**C**,**D**) treatment with 1.39 μg/mL garlic oil for 2 h. BS: bud scar; CW: cell wall; ER: endoplasmic reticulum; MIT: mitochondria; N: nucleus; PM: plasma membrane; V: vacuoles.

**Figure 4:**
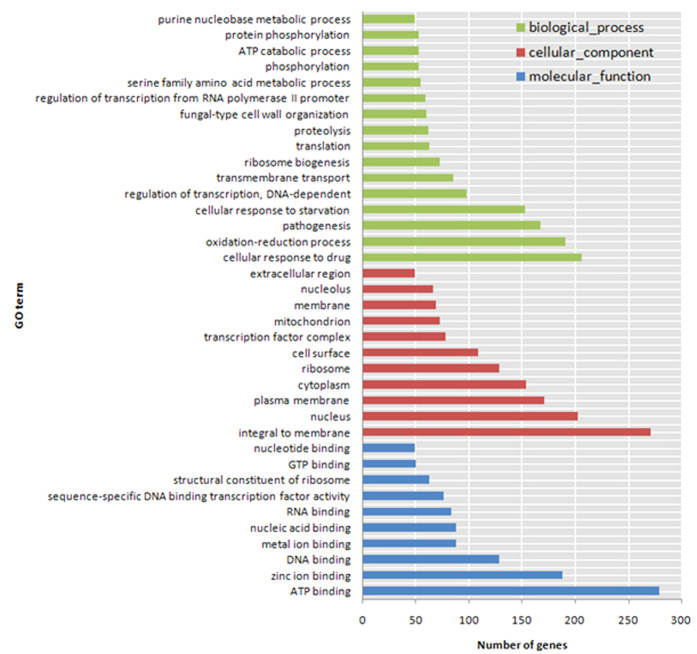
Significantly enriched Gene Ontology categories (*q* value < 0.05) with differentially expressed genes in the treatment group compared to the control group. The results can be summarized in three main categories: biological process, cellular component and molecular function.

**Figure 5:**
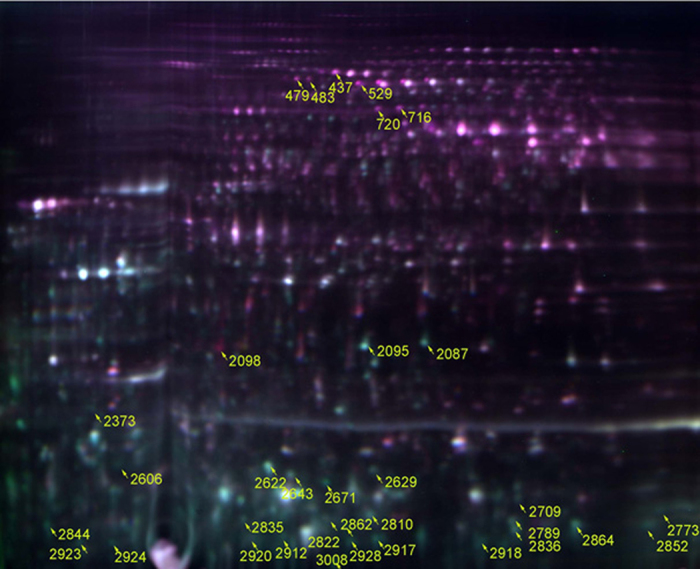
Two-dimensional DIGE gel images of the *C. albicans* proteome. Proteins were separated in the first dimension at pH 3.0–10.0 and on a 12% SDS–PAGE gel in the second dimension. Control (green fluorescence) and 1.39 μg/mL (red fluorescence) of garlic oil group.

**Table 1:** List of identified *C. albicans* proteins.

Protein no.	Density ratio	Protein description	Mass(Da)	NCBI accession no.
2098	+5.13	putative cytoplasmic adenylate kinase [*Candida albicans* SC5314]	27790	gi|68484570
529	+4.41	pyruvate decarboxylase [*Candida albicans* SC5314]	62744	gi|723212668
716	+3.19	hexokinase [*Candida albicans* SC5314]	53836	gi|723204716
437	+3.13	heat shock protein Ssc1, mitochondrial precursor [*Candida albicans* WO-1]	69802	gi|238883630
2864	−5.33	hypothetical protein CaO19.11218 [*Candida albicans* SC5314]	30899	gi|68485249
2836	−5.22	hypothetical protein CaO19.2924 [*Candida albicans* SC5314]	173080	gi|68481073
2629	−4.48	hypothetical protein CaO19.1102 [*Candida albicans* SC5314]	12615	gi|68492427
2789	−4.37	hypothetical protein CaO19.3622 [*Candida albicans* SC5314]	49636	gi|68483258
2095	−3.50	hypothetical protein CaO19.4311 [*Candida albicans* SC5314]	16937	gi|68470745

How the deposited data were processed for this re-analysis (not part of the article)

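The data were 2 RNA sequencing libraries of C. albicans, 1 from control cells and 1 from cells exposed to 1.39 μg/mL garlic oil for 5 h, and the samples were grouped by the labels given with them and the methods of the paper. The authors filtered the reads, aligned them with TopHat to a reference genome and gene models from NCBI, and deposited the count of reads on each gene, which was not normalized. The paper's text does not name the assembly or state how reads matching several genes were counted. The authors also deposited an RPKM value for each gene, and these values were checked to equal the count divided by the length of the gene and by the sum of the counts in the same library. The authors named Cufflinks for processing the alignments and DEGseq for the statistical analysis. The libraries held 6363866 reads (control) and 2535005 reads (garlic oil) on 5752 genes, and a share supported by 3 reads was 0.471 and 1.18 RPM (reads per 1000000 reads counted), respectively. Confidence intervals of shares of reads are 95% Wilson intervals and cover counting error only.

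The log2 ratio of garlic oil to control was computed from the deposited RPKM values with a pseudocount of 1, over the 5672 genes with an RPKM of at least 1 in either library, and genes changed more than 2-fold were counted, after the threshold in the paper. Reads per gene were compared between the libraries with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment, at an adjusted p-value of 0.05. A random sampling model on the log ratio and the mean log reads, as used in DEGseq, was written out for the same reads. Both tests compare the 2 libraries, not the conditions, because there was 1 library per condition, and models that estimate variation between replicates were therefore not used. On simulated reads with 200 genes changed 4-fold, Fisher's exact test with the 2-fold threshold recovered 99.5% of the changed genes with 1 false call, and the random sampling model recovered 100% with 6 false calls. The changed genes were drawn only from those not near the lowest read numbers. As many were raised as lowered, and counting error was the only noise. These values therefore do not describe genes with few reads, a change of most genes or variation between cultures. The computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

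The alternatives were a pseudocount of 0.1 or none, no filter or an RPKM of at least 10, thresholds of 1.5-fold and 4-fold, RPKM values rescaled to the same sum, ratios centred on the median gene or on a trimmed mean of log ratios (30% trimmed from each end by ratio and 5% by mean), scaling to the upper quartile, and library totals without the 20 genes with the most reads in either library, which were 32 genes together. The genes named were the 2 with the largest increase and the 2 with the largest decrease among those with an RPKM of at least 10 in either library. The rule fixed before the data were examined asked for more genes in each direction, each with a name or function. It also asked for the genes of the proteins in Table 1. Because the identifiers were not paired with names, that rule was not followed, and only these 4 were named, by identifier. For the same reason, the comparisons of GO terms, KEGG pathways and other gene sets were not made, and the genes of the proteins found by 2D-DIGE were not analysed here. Gene names, coordinates and a genome sequence were not used.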

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

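The test of the share of reads on a single gene was chosen after that share had been seen; the other tests in this part were chosen before their own results, but after the numbers of genes without reads in one library had been seen.

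Reads appeared after garlic oil treatment on genes that had none in the control. There were 15 genes with no read in the control and at least 10 reads in the garlic oil library, although the control was the deeper library. Their median was 24 reads, and the highest was 61 reads, or an RPKM of 54.2, on a gene of 444 bp. The paper's text uses none of these identifiers, so whether it refers to the genes is not known. All 15 had an adjusted p-value below 0.05 in Fisher's exact test on reads, but choosing genes by these numbers of reads fixes that result in advance, and variation between cultures was not measured. The reverse was at least as frequent. At the number of reads that matches the difference in depth, 26 in the control, 23 genes had no read in the garlic oil library, so the appearance of reads was not a property of the treated library only. Sharing of reads between near-identical copies was not tested, and a response to the treatment could not be told apart from it or from a difference between the 2 cultures.

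A single gene of 642 bp took 8.01% of the reads in the garlic oil library and 0.400% of those in the control, a ratio of 20.0 between the shares. It ranked 23 by reads in the control. Whether the paper refers to this gene is not known, since the identifiers were not paired with names. The confidence intervals of the shares were 7.57 percentage points apart, so counting error does not account for the gap. Amplification of the library and differences between cultures were not tested and could not be told apart from an effect of garlic oil.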

How the results depend on the processing

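The settings were fixed before the data were examined, except where stated. The number of genes changed more than 2-fold (3615) stayed within 1.5 times its value under each single change of pseudocount, filter and scaling fixed beforehand, from 2967 to 3782, and was 2867 with centring on the median gene and Fisher's exact test together. The 4-fold threshold gave 1773 genes, 1353 decreased and 420 increased.

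The direction did not hold under all scalings. With the ratios centred on the median gene, which sets the median to 0 and draws the share toward 50% by construction, 1383 genes decreased and 1584 increased, and the share of decreased genes among the changed genes reversed from 77.0% to 46.6%. After centring by a trimmed mean, 1447 decreased and 1528 increased, a share of 48.6%, and the median log2 ratio was -0.0496. The trimmed mean, -0.92, lay close to the median, so this centring also draws the share toward 50% by construction. Both centrings subtracted a constant from ratios that already held the pseudocount, which favours increases among weakly expressed genes. How far this moved the share was not tested. Scaling to the upper quartile was made before the pseudocount was added. With scaling to the upper quartile, 1682 decreased and 1451 increased, a share of 53.7%, and the median was -0.19. Centring together with an adjusted p-value below 0.05 in Fisher's exact test on totals rescaled to the median gene, chosen after seeing the data, gave 1338 and 1529 genes, a share of 46.7%.

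Other settings moved the share or the median without reversing them. The share was 78.9% for an RPKM of at least 10, 79.2% for values rescaled to the same total, 74.7% without the 20 highest genes in the totals, and 75.04% at the 1.5-fold threshold. The median log2 ratio was -1.045 with a pseudocount of 0.1 and -1.052 with none, -1.07 for an RPKM of at least 10, -1.09 for values rescaled to the same total, and -0.89 without the 20 highest genes in the totals. These were set against intervals over genes, from 75.6% to 78.4% for the share and from -1.01 to -0.93 for the median, which do not contain variation between cultures.

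The 4745 genes found by Fisher's exact test became 4799 with the random sampling model and 4190 with totals rescaled to the median gene, of which 1996 were lower and 2194 higher in the garlic oil library. For the 4 genes named, 11 of the 24 other values left the interval set by counting error, all after centring or scaling to the upper quartile. None changed direction, but these genes were chosen for the largest changes, so the alternatives could hardly have reversed them. Dropping the filter and requiring genes in both libraries' lists could not change a count of genes, because a gene under an RPKM of 1 in both libraries cannot pass 2-fold with a pseudocount of 1 and all 5752 genes were in both lists.

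The garlic oil library had fewer than 10 reads on 1009 genes, which limits their ratios, but with control reads thinned to a similar depth, a setting chosen after seeing the data, 3626 genes changed and 76.7% of them decreased. No paired analysis was possible because each condition had 1 library, and for the same reason no replicate was left out. The settings for gene sets were not run because the identifiers were not paired with names.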

Differences from the paper's values

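The paper gives the number of genes changed more than 2-fold only approximately and in words, and the value here, 3615 genes, lies above it by less than 1.5 times. Of the settings fixed before the data were examined, ratios centred on the median gene (2967 genes), ratios centred by a trimmed mean (2975 genes), scaling to the upper quartile (3133 genes) and an RPKM of at least 10 (3159 genes) came near the paper's number, which is not exact enough to rank them. The paper also describes most of the changed genes as downregulated and a small part as upregulated. In the 2967 and 2975 genes of the centred settings, 46.6% and 48.6% decreased, so that more genes increased than decreased. Centring after the pseudocount was added favours increases among weakly expressed genes. With scaling to the upper quartile 53.7% decreased, and with an RPKM of at least 10 it was 78.9%. Centring on the median gene together with Fisher's exact test, chosen after seeing the values, gave 2867 genes, of which 46.7% decreased. Without centring, and also chosen after seeing the values, Fisher's exact test with the 2-fold threshold gave 3534 genes at an adjusted p-value below 0.05. Of these, 77.6% decreased. At an adjusted p-value below 0.001 it gave 3336 genes, of which 78.0% decreased.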

Other observations

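Of the tests in this part, those of the 20 highest genes, centring, gene length, the choice of genes by one library, the 5th percentile relative to the median, random orders, whole chromosomes and the split of pairs after subtraction were chosen after the result had been seen or was foreseeable. Centring and leaving out the 20 highest genes were among the settings fixed beforehand, and only their use as tests of an explanation came later. Thinning the control was a setting chosen after seeing the data. The remaining tests were chosen after a first look at the data, so they were not blind to the patterns. The readings of the tests of the 20 highest genes, unadjusted spilling over and the 5th percentile were changed to undecided after their values were seen.

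The decrease of most genes was examined for technical explanations. Thinning the control to about the depth of the garlic oil library left 76.7% of the changed genes decreased, so the difference in depth does not account for the direction. Counting error alone gave 1.70% as many changed genes as observed, though variation between cultures was not measured. Leaving the 20 genes with the most reads in either library out of both totals moved the median log2 ratio to -0.89, but these 32 genes held 31.1% of the control reads and 36.3% of the garlic oil reads, so the test could hardly move the scaling and does not rule out that rising genes lowered the others. Gene length and log2 ratio had a rank correlation of -0.0190 across genes, but the shortest and longest genes differed. The 576 shortest genes had a median of -0.72, with 43.2% decreased and 23.8% increased more than 2-fold. The 568 longest had a median of -1.13, with 54.2% decreased and 8.6% increased. More genes decreased than increased in both. Scaling to library totals was also not ruled out. The 830 increased genes went from 8.77% to 51.0% of the reads, and a rise of these genes in total RNA could by itself lower the RPKM of the others. With the ratios centred on the median gene 46.6% of the changed genes decreased, but centring moves this share toward 50% by construction. A loss of RNA from most genes and a gain of RNA on a minority therefore could not be told apart from these values, and added RNA standards or cell-based totals were not used here.

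The change differed with the level of expression, in a way that depended on how genes were ranked. Among the 568 genes with the highest mean expression in both libraries, the median log2 ratio was -0.07, with 24.8% decreased and 25.9% increased more than 2-fold, against a median of -0.97 over all genes. The 568 genes highest in the control had a median of -0.86, with 46.1% decreased and 10.9% increased, and the 568 highest in the garlic oil library had a median of 0.68. In the 568 genes lowest in the control, with an RPKM up to 4.53, the median log2 ratio was 1.09 and 51.9% increased more than 2-fold. Genes under an RPKM of 1 in the control were compared only if they reached 1 in the garlic oil library. This filter by itself raises the median of these genes, by an amount that was not measured. With genes chosen by one random part holding about 50% of the control reads and compared with the rest, the median was 1.06. Counting error in the control therefore does not account for the rise, but the same filter applied there. The 5th percentile of RPKM in the garlic oil library was 0.815 times that of the thinned control, but the median RPKM was 0.481 times that of the thinned control, so that relative to the median the 5th percentile was 1.69 times as high, and the 10th percentile 1.09 times as high. Fewer genes were without reads, 107 in the garlic oil library against 162 in the thinned control. A background of reads would raise the lowest values in this way, but little of the rise was left at the 10th percentile, and a background was neither shown nor ruled out. The rise also depends on how the genes are chosen. The 568 genes lowest in the mean of both libraries had a median of -0.63, and the 568 lowest in the garlic oil library had a median of -1.99. The pattern cannot be told apart from a background of reads, the filter or an effect of choosing genes by one of the libraries.

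Genes with neighbouring identifiers changed together. The rank correlation of their log2 ratios across genes was 0.28 for adjacent genes in the list, 0.14 at a distance of 2, 0.09 at 3 and 0.04 at 5. That the identifiers follow the order on the chromosomes is an assumption, since the genes came without coordinates. Of 1000 random orders of the genes, 0 reached the observed value, and the highest gave 0.04. Genes 50 identifiers apart had a rank correlation of 4.39e-05, so differences in the copy number of whole chromosomes are not a candidate explanation. Reads spilling over from a highly expressed neighbour would raise the correlation of unequal neighbours, but it was 0.05 for the 873 pairs more than 16-fold apart in the control and 0.39 for the 3064 pairs within 4-fold, a difference of -0.35. Choosing pairs by control RPKM, which enters the ratios, lowers the correlation of unequal pairs by itself, so this difference does not decide the matter. After the median log2 ratio of genes in the same of 10 classes of control RPKM was subtracted, the correlation was 0.35, so a shared level of expression does not account for it. With that subtraction it was 0.24 for the pairs more than 16-fold apart and 0.40 for those within 4-fold, a difference of -0.16, so unequal pairs were again less alike, the opposite of what spilling over alone would give, though dependence on control RPKM within a class was not removed. Without adjacent pairs within 10% in length, it was 0.27, but length is a weak stand-in for sequence similarity, and tandem copies that share reads could not be told apart from the pattern. A hypothesis is that neighbouring genes may respond together to garlic oil. Differences between the 2 cultures other than garlic oil could give the same pattern.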
